A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "Cell cycle population effects in perturbation studies" (2014).

How the data were processed

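The series holds 12 spotted arrays of wild-type yeast, each hybridized with a sample labelled in 1 dye and a common wild-type reference RNA labelled in the other. Per the labels, cells were grown for 2 doublings in synthetic complete medium with 2% glucose that a deletion strain or a wild-type strain had already used. There were 6 groups of 2 arrays. The array number (1 with the sample in Cy3, 2 with the sample in Cy5) coincides with the dye. The series describes 2 independent cultures per medium, whereas the paper describes biological replicates each measured with a dye swap, so whether the arrays of a group are cultures or relabelled RNA is open, and n counts arrays.

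The authors deposited scanner files with the mean and background intensity of each spot in both channels, extracted from the scans without normalization. They also deposited a table of log2 ratios per spot, normalized per print tip by loess with a span of 0.4, without background subtraction and with a correction of gene-specific dye bias. A further deposited table gives log2 ratios and a p-value, adjusted by the Benjamini-Hochberg method, for 6182 probes, which the authors made with limma 2.12.0. Its 4 columns of media against wild-type medium were set beside the fits, and its 3 other comparison columns were not used in the comparisons because their baseline could not be rebuilt.

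The scanner intensities were used for all fits. Each array has 15552 spots, of which 12776 are 6388 gene probes in duplicate and 2776 are control spots, left out of the fits. Symbols came from the platform's annotation for 5326 probes, 1062 have none and are named by probe, and 5324 matched a locus in the reference gene table. For 15 symbols several probes carry the same name. No coordinates are given, as the files name no genome build. In limma 3.58.1 under R 4.3.3, background was corrected by normexp with an offset of 50, each array was normalized by loess on the gene spots, ratios were turned to sample over reference by the dyes of the labels, and duplicate spots were averaged. Spots over 2 times their background in both channels made up 81.0% to 84.7% in set 1 and 74.8% to 78.6% in set 2, and 2 to 115 gene spots per array were over 32768. The median difference between duplicate spots was 0.025 to 0.033 on the log2 scale. The array number limits the precision, with a median SE of 0.049 for a difference between media.

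A single limma fit over all 12 arrays had the 6 group means and a dye term, which left 5 residual degrees of freedom, and an empirical Bayes prior of 3.29. Each of the 4 deletion-strain media was compared with the wild-type medium of its set, the media of a set were compared with each other, and the 8 deletion-medium arrays were compared with the 4 wild-type arrays. Tests were two-sided, with Benjamini-Hochberg adjustment over the 6388 probes and a limit of 0.05. The 95% interval of each difference was compared with 1.7-fold, the fold limit of the study. For 30 gene lists of nutrient, stress, ribosome, cell cycle, mating and marker genes, camera with a preset correlation of 0.01 was used, adjusted over the lists of a comparison, and then camera with an estimated correlation and fry.

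The lists, comparisons, tests and most alternatives were fixed before the data were examined. The rule for named genes was fixed then too. It takes every probe past the limit if 24 or fewer pass, with the smallest p values up to 6 where fewer than 6 pass, the 4 deleted genes, and the 2 to 4 members with the smallest p of each list whose genes are described. For the wild-type media against the reference it takes the 10 highest and 10 lowest means that keep their sign on all 4 arrays. Genes named outside it are said to be so or stand for a count of 5 or fewer.

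The direction of the deposited log2 table was checked against the scanner values. In 11 columns it gives sample over reference, with r of 0.637 to 0.930 across gene probes. For the first array of cho2 medium it gives reference over sample, with r = -0.742, so that column was turned. The labels do not say that the array numbers pair arrays of different media, so a block per set was an alternative.

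The fit and the adjustment were tested on simulated log2 ratios per probe with 200 of 6388 genes changed. Background correction, normalization and averaging of spots were not part of this simulation. For cbf1 medium, npl3 medium, bur2 medium and cho2 medium, 80.0%, 82.5%, 82.5% and 75.0% of the 40 genes changed 1.2-fold were called, and of the 40 changed 1.7-fold, 100%, 97.5%, 100% and 97.5%, with 6, 14, 9 and 15 false calls. The simulated noise was independent between genes, and more changed genes make the adjustment easier to pass, so these shares are upper values for the real arrays.

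The alternatives were no background subtraction, loess per print tip, median centring, the deposited log2 table, the darkest 25% of probes left out, duplicate spots kept apart, no dye term, a replicate block in each set, the 6 arrays of a set alone, all 4 wild-type arrays as control, the fold limit of the study, each array left out, each medium left out of the pooled fit, and the other list tests. A block by slide or scan date was planned and not run, as the files give no such column. The alternatives for the correlation of fold changes, the agreement of replicates and the counts against the reference were chosen after seeing the data.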

Results

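The study asked whether slow-growing deletion strains alter their culture medium in a way that changes gene expression in healthy cells. Wild-type yeast was therefore cultured in medium that a deletion strain had already used, and its RNA was compared with that of wild-type yeast in medium used by wild-type cells. The media came from strains lacking CBF1 (a transcription factor of the methionine genes and centromeres), NPL3 (an RNA-binding protein of mRNA export), BUR2 (the cyclin of a kinase that acts on transcription) or CHO2 (a phospholipid methyltransferase). The 12 arrays formed 6 groups of 2, with the cbf1 and npl3 media beside their own wild-type medium in set 1 and the bur2 and cho2 media beside another wild-type medium in set 2. Each array set a sample against the same wild-type reference RNA, and each group had 1 array per dye. Median signals were 327 to 507 (Cy5) and 254 to 367 (Cy3) in set 1, and 185 to 264 and 170 to 193 in set 2, over a background of 43 to 53. The number of arrays limits the precision of every value. The log2 ratios of the 2 arrays of a group correlated across genes at r = 0.667 (wild-type medium, set 1) to 0.817 (npl3 medium), where genes are not independent replicates.

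In cbf1 medium, the measured genes of the Aft1 iron regulon lay lower than in wild-type medium, with a median log2 difference of -0.13 over the list and 18 of 19 members lower. Without the second wild-type array of the set the median was -0.063, still called by camera. The siderophore transporters SIT1, ENB1 and ARN1 differed by -0.40 ± 0.051 (SE, n = 2 arrays per group here and below), -0.24 ± 0.055 and -0.15 ± 0.040, and TIS11, which degrades mRNAs of iron-using proteins, by -0.23 ± 0.039. The uncharacterised YGR035C (0.22 ± 0.050) and the repressor gene MIG3 (0.16 ± 0.039) completed the 6 smallest p values. The largest difference was that of YKR075C (0.61 ± 0.19), singled out after its value was seen, which was called without the first wild-type array of the set (1.00, adjusted p = 0.00951). No probe passed by itself: limma called 0 of 6388 gene probes, the smallest adjusted p being 0.273 for SIT1. At an unadjusted p under 0.05 there were 85 probes, where chance alone gives 319.4. Limma with the duplicate spots kept apart called 1, SIT1, and the authors' deposited table lists 2 probes under the same limit, SIT1 (-0.41, adjusted p = 0.000899) and ENB1 (-0.25, adjusted p = 0.031). For 6383 probes (99.9%) the 95% interval of the difference lay within 1.7-fold either way. The offset of 50 draws ratios of dim spots toward 0, here and in the other media, so such intervals do not bound the real change. Counts at an unadjusted p under 0.05 were below 319.4 in npl3, bur2 and cho2 medium as well (181, 242 and 126). Those of cbf1 against npl3 medium (96) and of the pooled media (213) were too, but bur2 against cho2 medium had 532. Where the count is below chance the test may be too strict, so 0 calls there do not show that no gene changed. The cause was not tested.

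Camera called 5 of the 30 gene lists in cbf1 medium. The iron list had an adjusted p = 2.42e-20, and adjusted p = 0.0400 with an estimated correlation, and 7 of its members passed when adjusted over the list alone against 0 over all genes. Fry, which tests the list without comparing it with other genes, gave an adjusted p of 0.0994. Against all 4 wild-type arrays of both sets the iron median turned to 0.094, the wild-type media of the sets being far apart in these genes (-0.18 and -0.76 against the reference). Ribosome biogenesis genes had a median of 0.037 (adjusted p = 1.07e-05; adjusted p = 0.916 with an estimated correlation), with RRP9 at 0.11 ± 0.038 and CBF5 at 0.14 ± 0.057. Genes induced by environmental stress had a median of -0.069 (adjusted p = 0.00668, and adjusted p = 0.916 with an estimated correlation), with GLC3 at -0.13 ± 0.069 and HOR7 at -0.12 ± 0.11. Without the first wild-type array of the set, the medians of these lists turned to -0.073 and 0.18, and without the first array of cbf1 medium both calls ended (adjusted p = 0.119 and 0.604). Phospholipid genes (median -0.050, adjusted p = 0.0137) and pheromone response genes (median 0.036, adjusted p = 0.0153) lost the call as well, at adjusted p = 0.916 and adjusted p = 0.829 with an estimated correlation. Of the phospholipid genes OPI1, the member with the smallest p, went the other way at 0.14 ± 0.051, with CPT1 at -0.061 ± 0.040 and OPI3 at -0.14 ± 0.093. Of the pheromone genes FUS1 was at 0.10 ± 0.035 and PRM4 at 0.073 ± 0.037. With 1 array left out, OPI1 ranged from 0.077 to 0.20, OPI3 from -0.27 to -0.0089, PRM4 from 0.040 to 0.11, GLC3 from -0.20 to -0.053, HOR7 from -0.29 to 0.048 and CBF5 from 0.057 to 0.23. The phospholipid median turned to 0.036 without the second wild-type array and its call ended without the second of cbf1 medium (adjusted p = 0.969), and the pheromone list lost its call without any of the arrays of cbf1 medium or the first of wild-type medium (adjusted p = 0.116, 0.344 and 0.889).

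In npl3 medium, the stress-induced genes lay lower and the ribosome biogenesis genes higher than in wild-type medium. All 40 stress genes were lower, with a median of -0.23, among them YGP1 (-0.23 ± 0.074), HOR7 (-0.35 ± 0.11) and GLC3 (-0.17 ± 0.069). Without the first array of npl3 medium the stress median was -0.070. All 50 ribosome biogenesis genes were higher, with a median of 0.096, among them CBF5 (0.16 ± 0.057) and RRP9 (0.10 ± 0.038). Camera gave an adjusted p of 1.73e-16 and 1.23e-13, but adjusted p = 0.666 and adjusted p = 0.686 with an estimated correlation. The wild-type arrays of the set themselves stood at 0.036 and -0.37 for the stress list and 0.16 and 0.39 for the ribosome list. Without the first of them the medians turned to 0.030 and -0.024. With 1 array left out, YGP1 ranged from -0.36 to -0.10, HOR7 from -0.47 to -0.22, GLC3 from -0.25 to -0.097, CBF5 from 0.076 to 0.25 and RRP9 from 0.057 to 0.15.

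**Figure D1:**
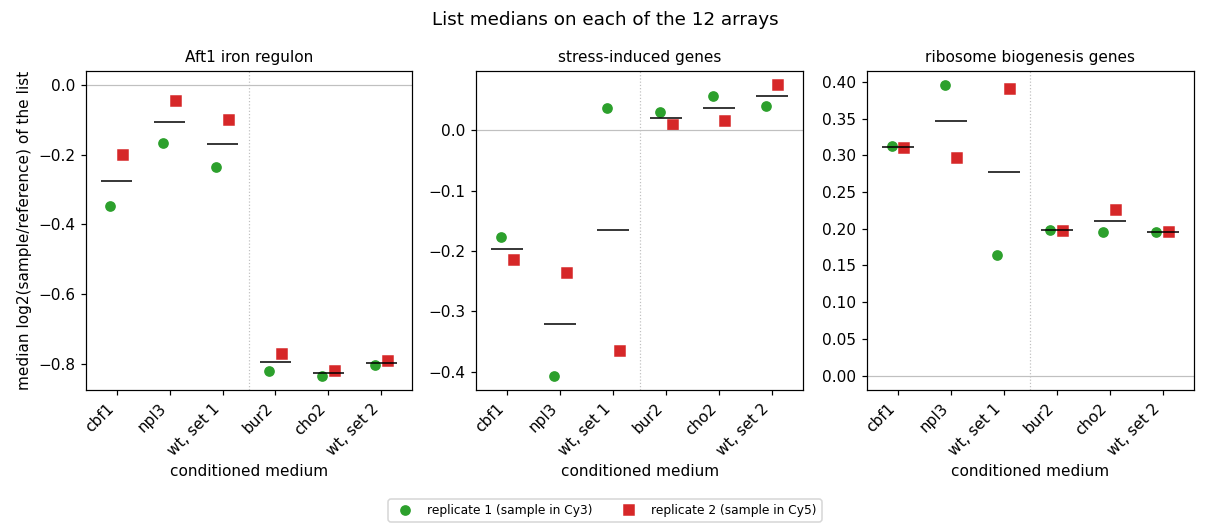
Median log2 ratio of sample to reference (vertical axes, each with its own range) of the iron, stress and ribosome biogenesis lists on each of the 12 arrays, by conditioned medium, with circles for replicate 1 (sample in Cy3), squares for replicate 2 (sample in Cy5) and lines for the mean of the pair. The iron list stands near -0.80 throughout set 2 and higher in set 1, and the wild-type arrays of set 1 stand at 0.036 and -0.37 for the stress list.

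Camera called 4 further lists in npl3 medium, each lost with an estimated correlation. Iron genes had a median of 0.066 (adjusted p = 0.000284; adjusted p = 0.378 with an estimated correlation), with 17 of 19 higher, TIS11 at 0.16 ± 0.039 and ARN2 at 0.14 ± 0.049. Against all 4 wild-type arrays of both sets the iron median was 0.30, and limma called 8 probes, among them SIT1 (0.84), FET3 (0.74), FTR1 (0.58), TIS11 (0.48) and ARN2 (0.34), the wild-type media of the sets being far apart in these genes. Genes of the M/G1 boundary had a median of -0.067 (adjusted p = 0.000305; adjusted p = 0.378 with an estimated correlation), with the cell wall and daughter cell genes PST1 at -0.22 ± 0.050 and DSE1 at -0.20 ± 0.048. Purine and one-carbon genes had a median of -0.056 (adjusted p = 0.000487; adjusted p = 0.261 with an estimated correlation), with the folate enzyme gene MTD1 at -0.22 ± 0.041 and the glycine cleavage gene GCV2 at -0.29 ± 0.084. The 4 alpha-specific mating genes had a median of 0.16 (adjusted p = 0.00624; adjusted p = 0.666 with an estimated correlation), with MF(ALPHA)2 at 0.24 ± 0.087 and STE3 at 0.13 ± 0.057. Without the first wild-type array the iron, M/G1 and alpha-specific calls ended (adjusted p = 0.205, 0.0825 and 0.476), and without the second the purine call (0.179). Leaving out an array of npl3 medium ended the ribosome biogenesis, M/G1 and alpha-specific calls (the first, adjusted p = 0.492, 0.111 and 0.161) or the purine call (the second, 0.500). With 1 array left out, ARN2 ranged from 0.063 to 0.22, PST1 from -0.29 to -0.14, GCV2 from -0.45 to -0.14, MF(ALPHA)2 from 0.12 to 0.36 and STE3 from 0.040 to 0.23.

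Limma called 0 of the 6388 probes in npl3 medium, with 181 at an unadjusted p under 0.05 and a smallest adjusted p of 0.999. The probes with the smallest p were YLR460C (0.24 ± 0.040), YOR338W (-0.30 ± 0.054), MTD1, the cAMP phosphodiesterase gene PDE2 (-0.19 ± 0.037), the drug transporter gene QDR2 (0.39 ± 0.077) and YLR257W (-0.17 ± 0.034). With the duplicate spots kept apart limma called 6, and the authors' table lists 4, among them YOR338W (-0.32) and QDR2 (0.39). The 95% interval lay within 1.7-fold for 6377 probes (99.8%). The largest difference was that of the hexokinase gene HXK1 (-0.63 ± 0.31), singled out after its value was seen. Without the second wild-type array the count was 36, of which 33 were lower, HXK1 among them (-1.27, adjusted p = 0.0208).

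In bur2 medium, the zinc transporter gene ZRT1 was higher by 2.02 ± 0.71, the only probe of the 4 media over 1.7-fold. Its adjusted p was 0.999 and its 95% interval 0.40 to 3.63, since the arrays of bur2 medium gave log2 ratios of 3.44 and 0.60 against -0.021 and 0.033 in wild-type medium. Without the second array of bur2 medium ZRT1 differed by 3.51. With the duplicate spots kept apart limma called ZRT1 (adjusted p = 0.00908), but duplicate spots add no arrays, and the spread of ZRT1 lies between the arrays. The other zinc transporter genes ZRT2 and ZRT3 differed by 0.38 ± 0.12 and 0.21 ± 0.094, with ZRT2 at 0.54 between the first arrays of bur2 and wild-type medium and 0.22 between the second, and ZRT3 at 0.40 and 0.0061. The whole list of Zap1 targets had a median of 0.11 with 7 of 10 higher (0.27 between the first arrays and -0.042 between the second), and did not pass camera (adjusted p = 0.0870). The thiamine list (median 0.024, adjusted p = 0.0870) did not pass either, with the thiamine transporter gene THI7 at 0.44 ± 0.12 and PET18 at 0.11 ± 0.048. Pheromone response genes passed camera with a median of 0.059 and 13 of 15 higher (adjusted p = 0.0101; adjusted p = 0.700 with an estimated correlation), among them SST2 at 0.12 ± 0.047 and PRM4 at 0.077 ± 0.037. That call ended without the first array of bur2 medium (adjusted p = 0.345) or the second of wild-type medium (0.230).

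**Figure D2:**
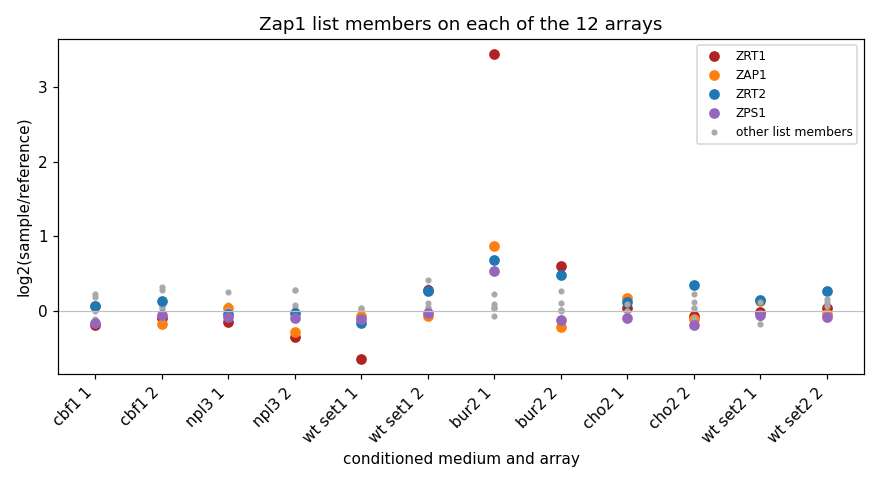
Log2 ratio of sample to reference (vertical axis) of the 10 Zap1 targets on each of the 12 arrays (horizontal axis), with ZRT1, ZAP1, ZRT2 and ZPS1 in colour and the other members in grey. ZRT1 stands at 3.44 and 0.60 on the arrays of bur2 medium, and ZAP1 at 0.87 and -0.22.

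Limma called 0 of 6388 probes in bur2 medium, with 242 at an unadjusted p under 0.05 and a smallest adjusted p of 0.491. The probes with the smallest p were NPL3 (0.19 ± 0.034), RTC4 (0.37 ± 0.069) and the unnamed SCAB001835 (0.48 ± 0.089), SCAB002295 (0.44 ± 0.082), SCAB004413 (0.50 ± 0.093) and SCAB006283 (0.49 ± 0.10). Among the 25 probes with the smallest p, a number chosen after the values were seen, 18 had no gene name in the platform's annotation and 24 were higher. With the duplicate spots kept apart limma called 45 probes, all higher, and the authors' table lists 146, of which 103 are higher. Whether the 45 probes read separate transcripts was not tested, so a count of probes is not a count of genes. In that table ZRT1 is the single probe over 1.7-fold (2.03, adjusted p = 0.0013). The 95% interval lay within 1.7-fold for 6383 probes (99.9%). Without the first array of bur2 medium limma called 25 probes. Without the second, SCAB002295, SCAB004413 and SCAB006283 stood at 0.29, 0.32 and 0.31. Against all 4 wild-type arrays limma called 57 probes, with these 3 at 0.61, 0.66 and 0.65. Only the control changes there, so the rise of these 3 comes from a difference between the wild-type media of the sets. Iron genes were called against all 4 as well and were lower, among them SIT1 (-0.86) and FET3 (-0.76), the wild-type media of the sets being far apart in these genes.

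In cho2 medium, no gene list passed camera with the reported settings, while some did under other processing, as given further below. Purine and one-carbon genes came nearest, with a median of 0.071 and 10 of 13 higher (adjusted p = 0.0528), among them MTD1 at 0.13 ± 0.041 and ADE2 at 0.081 ± 0.050. Amino acid biosynthesis genes had a median of -0.028 with 22 of 35 lower (adjusted p = 0.0629), among them CPA1 at -0.13 ± 0.046 and ILV6 at -0.22 ± 0.091. With the array number as a block in each set the amino acid list passed, at an adjusted p of 0.0493. Without the block it was at adjusted p = 0.318 with an estimated correlation, and fry gave 0.690. Limma called 0 of 6388 probes, with 126 at an unadjusted p under 0.05 and a smallest adjusted p of 1.00. The smallest p values belonged to YNL134C (0.22 ± 0.044), the vesicle coat gene APL2 (0.13 ± 0.034), the spindle checkpoint gene BFA1 (0.13 ± 0.033), the pyruvate dehydrogenase gene PDB1 (-0.18 ± 0.050) and the unnamed SCAB004305 (-0.16 ± 0.037) and SCAB000659 (-0.21 ± 0.059). PDB1 ranged from -0.25 to -0.10 with 1 array left out, and against all 4 wild-type arrays SCAB004305 turned to 0.0067. The count was 0 with the duplicate spots kept apart, while the authors' table lists 21, with YNL134C (0.26) among them. The 95% interval lay within 1.7-fold for 6386 probes (99.97%), the exceptions being GPI18 (-0.67 ± 0.27) and ZRT1 (-0.025 ± 0.71). GPI18 also stood lower in bur2 medium (-0.60 ± 0.27), and without the second wild-type array, which both comparisons share, it was called in cho2 medium (-1.26, adjusted p = 0.00469) and in bur2 medium (-1.20, adjusted p = 0.00678). Its log2 ratio was 1.15 on the first wild-type array and 0.020 on the second.

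**Figure D3:**
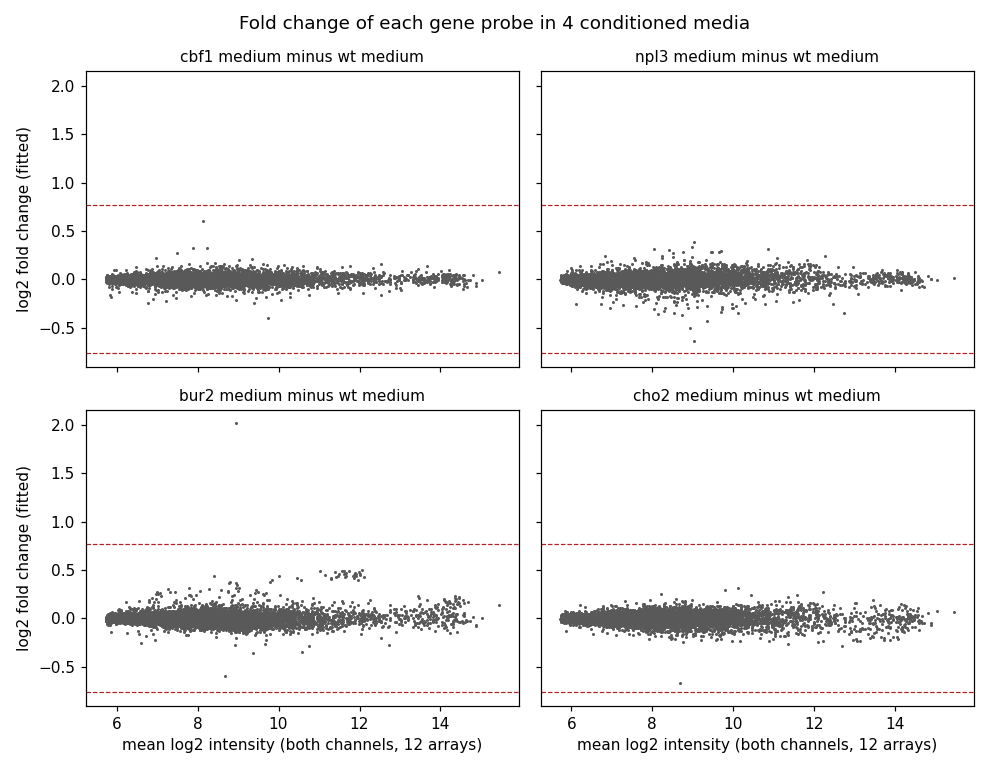
Fitted log2 fold change against wild-type medium (vertical axis) by mean log2 intensity over both channels and 12 arrays (horizontal axis), 1 point per gene probe and 1 panel per conditioned medium, with dashed lines at 1.7-fold. Only ZRT1 in bur2 medium, at 2.02, lies beyond a dashed line.

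Lists that read the supply of nutrients did not pass camera with the reported settings in any of the 4 media, apart from the iron, purine and phospholipid lists. Low-glucose genes had medians of 0.015, 0.011, 0.0013 and -0.015 in cbf1, npl3, bur2 and cho2 medium (adjusted p = 0.529, 0.958, 0.724 and 0.730). Phosphate genes had medians of 0.0085, 0.021, 0.0039 and -0.016 (adjusted p = 0.808, 0.600, 0.787 and 0.877), and sulfur and methionine genes -0.021, 0.014, -0.014 and -0.0098 (adjusted p = 0.529, 0.906, 0.730 and 0.877). Some members of these lists were dim, with MLS1, GIT1 and MET2 at a median signal over background of 1.32, 1.28 and 1.63, and others bright, with HXT6 at 106. The offset draws the ratios of dim members toward 0, so medians near 0 do not show an unchanged supply. Of the cell cycle lists, the G1/S genes had medians of 0.0020, 0.010, -0.014 and -0.0045 (adjusted p = 0.808, 0.702, 0.315 and 0.877). The stress list had medians of -0.047 in bur2 medium and -0.022 in cho2 medium (adjusted p = 0.104 and 0.898). The deleted genes are intact in these cells, and CBF1, NPL3, BUR2 and CHO2 each differed by between -0.046 (CHO2 in cbf1 medium) and 0.19 (NPL3 in bur2 medium).

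Taking the 8 arrays of deletion-strain media together against the 4 of wild-type media, with the set and the dye as terms, limma called 0 of 6388 probes, with 213 at an unadjusted p under 0.05. The smallest p values belonged to the mitochondrial carrier gene OAC1 (-0.18 ± 0.043), the leucine gene LEU1 (-0.19 ± 0.048), the protease gene YPS1 (0.11 ± 0.028), MTQ2 (-0.063 ± 0.016), PSK1 (-0.082 ± 0.021) and AIM45 (-0.087 ± 0.023), each with an adjusted p of 0.999.

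The cbf1 and npl3 media differed most in iron genes: all 19 members were lower in cbf1 medium, with a median of -0.19. SIT1 (-0.47 ± 0.051) and TIS11 (-0.39 ± 0.039) were lower there, each at an adjusted p of 0.0383, as the only probes that limma called, and the iron permease gene FTR1 (-0.31 ± 0.057) and the metal transporter gene SMF3 (-0.20 ± 0.037) did not pass. Camera gave the iron list an adjusted p of 6.70e-32, and adjusted p = 0.0139 with an estimated correlation, fry gave 0.0114, and 9 members passed when adjusted over the list alone. Purine and one-carbon genes were higher in cbf1 than in npl3 medium, with a median of 0.10 and 10 of 13 higher (adjusted p = 5.17e-06, adjusted p = 0.0472 with an estimated correlation), MTD1 being at 0.24 ± 0.041, though fry gave 0.125 and the call ended without the second npl3 array (0.139), and the median was 0.059 without the second cbf1 array. Against wild-type medium this list stood at 0.0083 in cbf1 medium (adjusted p = 0.738) and at -0.056 in npl3 medium. The glucose signalling gene MTH1 was at 0.26 ± 0.040. With the array number as a block in each set SIT1 was at an adjusted p of 0.0430 and TIS11 at 0.0562. Both single calls ended with print-tip loess, with median centring, without the dye term, or when any array of these media was left out, while with an array left out their differences stayed between -0.48 and -0.46 (SIT1) and between -0.40 and -0.37 (TIS11).

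The bur2 and cho2 media differed in no single probe by limma, which called 0, with 532 at an unadjusted p under 0.05 and 46 called with the duplicate spots kept apart. THI7 (0.63 ± 0.12), MTD1 (-0.24 ± 0.041), NPL3 (0.19 ± 0.034), the ribosomal protein gene RPL38 (-0.19 ± 0.034), the calcium pump gene PMR1 (0.20 ± 0.039) and the unnamed SCAB004305 (0.26 ± 0.037) had the smallest p, with an adjusted p of 0.519. THI7 was at 0.40 without the first array of bur2 medium and at 0.85 without the second, where it was called (adjusted p = 0.0308). With the duplicate spots kept apart THI7, MTD1 and SCAB004305 were called (adjusted p = 0.000231, 0.0126 and 0.0282). Camera called 4 lists, each lost with an estimated correlation. Purine genes had a median of -0.11 (adjusted p = 0.00209; adjusted p = 0.299 with an estimated correlation) and thiamine genes 0.071 (adjusted p = 0.00209; adjusted p = 0.530 with an estimated correlation). Pheromone response genes had a median of 0.044 (adjusted p = 0.0130; adjusted p = 0.530 with an estimated correlation) and Zap1 targets 0.16 (adjusted p = 0.0476; adjusted p = 0.909 with an estimated correlation). With the array number as a block in each set the zinc call ended (adjusted p = 0.0854). With median centring the thiamine median turned to -0.048 and the purine and pheromone calls ended (adjusted p = 0.689 and 0.894). Without the first array of bur2 medium the thiamine, pheromone and zinc calls ended, without the first of cho2 medium all 4, and without its second the zinc and pheromone calls.

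The fold changes of media that share a control were correlated across genes. For cbf1 and npl3 medium r was 0.524, where simulated unchanged media against the same 2 control arrays gave 0.501, and the covariance was 0.00137 against a simulated 0.00185. For bur2 and cho2 medium r was 0.203 against a simulated 0.497, and the covariance 0.000837 against 0.00183. With median centring, a setting chosen after the data were seen, this r turned to -0.455. Of the simulations for bur2 and cho2 medium 95% gave an r of 0.451 to 0.535 and a covariance of 0.00165 to 0.00207, and for cbf1 and npl3 medium an r of 0.459 to 0.537 and a covariance of 0.00167 to 0.00213. Both measured covariances lay below these ranges. The 2 control arrays could not be split with 2 in each part, so the part that the shared controls give was not separated further. Media of different sets share no control array, and there r was 0.312 (cbf1 and bur2), 0.317 (npl3 and bur2), -0.0069 (cbf1 and cho2) and -0.074 (npl3 and cho2). These values were not tested, and a change shared by some of the media is neither shown nor excluded.

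Cells in wild-type conditioned medium differed from the reference RNA, which came from a culture of its own and gives no test. The biotin genes BIO4, BIO5, BIO3 and BIO2, of biotin synthesis and the uptake of its precursor, stood at 1.46 ± 0.036 (SD, n = 4 arrays), 1.46 ± 0.11, 1.36 ± 0.044 and 0.93 ± 0.066. YJR154W (1.35 ± 0.084) and AAD10 (1.18 ± 0.14) stood as high. These 6 probes were over 1.7-fold on all 4 arrays, and FIT2, an iron-binding wall protein gene, was the 1 probe under it, at -1.33 ± 0.39. The iron genes SIT1 (-1.18 ± 0.88), FIT3 (-1.05 ± 0.34), ENB1 (-1.03 ± 0.46), FET3 (-0.87 ± 0.78), TIS11 (-0.74 ± 0.37) and ARN1 (-0.69 ± 0.32) were lower as well, with SIT1 at -0.42 in set 1 and -1.94 in set 2. The remaining lowest means were those of YLR297W (-0.72), CIT2 (-0.71) and the phosphate transporter gene PHO84 (-0.68), and the remaining highest those of CGR1 (0.98), RRP14 (0.84) and the pair of PRM7 probes (0.84 and 0.82). All 4 alpha-specific genes were higher on every array, with a median of 0.52.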

Values the study reported

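The paper started from expression profiles of 1,484 deletion strains and drew 700 of them as those with the most robust changes. It counted a gene as changed at more than 1.7-fold with a P-value under 0.05. For the conditioned media it reports that wild-type cells did not show the changes seen in the deletion strains themselves.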

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

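Of the tests in this part, those against random lists, those on single arrays and the reading of each explanation were chosen after the results were seen, while the left-out arrays and fry were planned. The results here are differences between media that passed a test of the difference itself, or signals in data that the comparisons do not use. An exception is the ZRT1 result against wild-type medium, where neither ZRT1 by limma nor the Zap1 list by camera passed.

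The iron genes differed between cbf1 and npl3 medium, with a list median of -0.19 and with SIT1 at -0.47 and TIS11 at -0.39. A single array that stands apart is argued against, as the median closest to 0 without 1 array was -0.14, and so is a trend of the ratios with signal, as the list stood at percentile 0 of 10000 random lists of like signal. Spread between the arrays of a medium in which iron genes move together is argued against by fry, at an adjusted p of 0.0114. If these arrays carry 1 RNA labelled again, fry says nothing about spread between cultures. Between the wild-type media of the sets the list differed more, at -0.18 and -0.76 against the reference. A candidate explanation, not decided by these tests, is that expression of iron genes responded to a difference between cbf1 and npl3 medium. It is a hypothesis found and tested on the same data. The design has 1 strain per medium and may have 1 batch of medium per strain, so the strain, the batch and the day of culture stay open and untested.

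Stress genes were lower and ribosome biogenesis genes higher in npl3 medium than in wild-type medium. The wild-type arrays of the set stood at 0.036 and -0.37 for the stress list, and without the first of them the median turned to 0.030, as an array that stands apart would give. Which of the pair is the one apart is not settled, since without the second the median was -0.45. A trend of the ratios with signal is argued against, as the list stood at percentile 0 of 10000 random lists of like signal. The pattern may therefore rest on 1 wild-type array, whether through its culture or its hybridization, and no effect of npl3 medium on these lists can be drawn from it.

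ZRT1 and other Zap1 targets were higher on the first array of bur2 medium, where ZRT1 stood at 3.44, ZAP1 at 0.87 and ZRT2 at 0.68. A local defect of the ZRT1 spots is argued against by the 9 other targets, set against the first wild-type array. Their median stood at percentile 100 of 10000 random lists, with 6 of 9 higher. A dye effect shared by the first arrays is argued against as well, since the highest ratio of ZRT1 on the others was 0.039. For an effect of the medium alike on both arrays the second pair of arrays decides nothing, with the 9 targets at percentile 5.73 (3 of 9 higher) but ZRT1 at 0.57 and ZRT2 at 0.22. Whether these arrays carry 2 cultures or 1 RNA labelled again is not known, so an effect of the medium, a state of 1 culture and a difference between hybridizations cannot be told apart.

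Other lists that differed between cbf1 and npl3 medium by camera were the stress list (median 0.13, adjusted p = 2.01e-11), ribosome biogenesis (-0.041, adjusted p = 8.40e-05), M/G1 genes (0.024, adjusted p = 0.00119), phospholipid genes (-0.064, adjusted p = 0.000873), amino acid biosynthesis (-0.025, adjusted p = 0.0192), alpha-specific genes (-0.14, adjusted p = 0.00119) and cell wall genes (0.057, adjusted p = 0.00959). These 7 lost the call, at adjusted p = 0.733, 0.797, 0.368, 0.733, 0.241, 0.479 and 0.733 with an estimated correlation. The purine list kept it (0.10). Without the first array of npl3 medium each of the 7 calls ended, except ribosome biogenesis, which turned to 0.042. The ribosome, phospholipid, alpha-specific and cell wall calls also ended without the second array of cbf1 medium, the M/G1 call without the first, and the amino acid call without any array of these media. Between bur2 and cho2 medium, Zap1 targets (0.16), purine genes (-0.11), thiamine genes (0.071) and pheromone response genes (0.044) differed by camera with its preset correlation and not with an estimated one.

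External control spots, which the fits leave out, stood lower in bur2 medium than in wild-type medium by a log2 difference of -0.50, and in cho2 medium by -0.14, over 4 bright control probes with a median log2 intensity over 7, a limit chosen after seeing the data. Both arrays lay below both wild-type arrays in each case, which chance gives in 33.3% of such comparisons of 2 with 2 in one direction or the other. In the cbf1 and npl3 media the difference was 0.027 and 0.10. The 3 comparison columns of the authors' table that were not used are named for set 1 arrays of wild-type, cbf1 and npl3 medium. In that order they list 72, 47 and 50 probes over 1.7-fold with an adjusted p under the study's limit. The highest count is that of wild-type medium itself, and as the baseline is not known, these counts show no effect of a deletion-strain medium.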

How the results depend on the processing

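Of the counts, shares and other answers to a comparison, 188 cases stayed equal or close to the reported value. Another 20 counts were lower, 37 were higher, and 3 values without a test moved. For these, no direction or side of the limit was judged. For single genes and lists, 1432 cases kept their direction and side of the limit, 115 lost the call, 33 gained it and 44 reversed. Only lists past the limit were followed as single values, a restriction chosen after the alternatives were seen. Where no value below shows a cause, the cause was not tested. Signal over background limits set 2 more, with 74.8% to 78.6% of spots over 2 times background in both channels against 81.0% to 84.7% in set 1, but leaving out the darkest 25% of probes changed no count of probes.

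Counts of probes with 0 as the reported value rose with the duplicate spots kept apart, to 1 (cbf1 medium), 6 (npl3 medium), 45 (bur2 medium) and 46 (bur2 against cho2 medium), and from 2 to 9 for cbf1 against npl3 medium. The duplicate spots correlate at 0.694 and add no arrays. With all 4 wild-type arrays as control, the counts were 8 (npl3), 57 (bur2) and 8 (cho2). Iron genes were among the calls in each, with SIT1 at 0.84, -0.86 and -0.87, and the wild-type media of the sets differ in these genes. Fold changes of other probes with this control also take in any difference between the wild-type media. Bur2 medium had 1 probe over 1.7-fold at an unadjusted p under 0.05. For cbf1 against npl3 medium the count was 0 with print-tip loess, median centring or no dye term and 1 with the deposited table. For bur2 against cho2 medium it was 3 with the deposited table.

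With the replicate block in each set, the count for cbf1 against npl3 medium was 1 (SIT1, adjusted p = 0.0430, TIS11 being at 0.0562), cho2 medium had 1 list, and the zinc list of bur2 against cho2 medium was at 0.0854. The block changed no other call. Deviations from the group means correlated between media at r = 0.310 to 0.817 for arrays of the same number, and for 12 of 12 arrays the nearest array of another medium in the set had its own number. The number coincides with the dye, and with the dye term the range was -0.756 to 0.540. It was -0.468 to 0.540 within a set and -0.756 to -0.049 between sets. A pairing beyond the dye is not shown, though a dye effect that differs between the sets may remain, which the block in each set takes up. A block by slide or scan date was planned and not run, as the files give no such column.

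List counts for bur2 medium (1 as reported) were 4 without background subtraction, 7 with median centring, 0 without the darkest probes, 7 with no dye term, 3 with 6 arrays and 8 with all 4 wild-type arrays. Those for cho2 medium (0 as reported) were 3, 8, 1, 4, 2 and 3 under the same settings, and 3 with the deposited table. With an estimated correlation the counts were 1 (cbf1), 0 (npl3) and 0 (bur2), and with fry 0, 0 and 0. Other settings that ended list calls were median centring (bur2 pheromone 0.246, amino acid and cell wall genes of cbf1 against npl3 medium 0.202 and 0.101, purine and pheromone genes of bur2 against cho2 medium 0.689 and 0.894), the darkest probes left out (pheromone genes in cbf1 medium 0.0812, bur2 medium 0.0513 and bur2 against cho2 medium 0.137), the deposited table (cbf1 phospholipid 0.0647, zinc of bur2 against cho2 medium 0.310), print-tip loess (the same zinc list 0.0936), 6 arrays (npl3 alpha-specific 0.0521) and all 4 wild-type arrays (cbf1 phospholipid 0.348 and pheromone 0.460, npl3 alpha-specific 0.0714), each value being camera's adjusted p.

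Against all 4 wild-type arrays, SIT1 (0.37), TIS11 (0.090), ENB1 (0.16), ARN1 (0.13) and the iron list (0.094) in cbf1 medium and SCAB004305 (0.0067) and NPL3 (0.024) in cho2 medium reversed. Only the control changes in this setting, so these reversals in cbf1 and cho2 medium come from differences between the wild-type media of the sets. Why the wild-type media differ, in iron genes or in these other probes, was not tested. Uncalled deleted genes close to 0 reversed too: CBF1 in npl3 medium (-0.0077 with print-tip loess, -0.0046 with median centring and -0.00024 with the deposited table), CBF1 in cho2 medium (-0.012 with median centring and -0.0060 with the deposited table), CHO2 in cho2 medium (-0.0041 with print-tip loess and -0.050 with median centring) and NPL3 in cho2 medium (0.0028 without background subtraction). With median centring the thiamine list of bur2 against cho2 medium was -0.048, the correlation of bur2 and cho2 fold changes -0.455 and the lowest replicate correlation -0.173, against 0.593 without background subtraction, settings chosen after seeing the data for both correlations.

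When each array was left out, a lone array being assumed to vary like the other groups, probe counts ranged from 0 to 2 (cbf1), 0 to 36 (npl3), 0 to 25 (bur2), 0 to 1 (cho2), 0 to 0 (cbf1 against npl3) and 0 to 9 (bur2 against cho2), and list counts from 3 to 8 (cbf1), 0 to 4 (bur2) and 0 to 4 (cho2). The 2 probes of cbf1 medium came without the first wild-type array, the 36 of npl3 medium without the second, and the 1 of cho2 medium without the second wild-type array of its set. Lists that reversed ranged in cbf1 medium from -0.30 to 0.18 (stress), -0.073 to 0.16 (ribosome biogenesis), 0.012 to 0.077 (pheromone, by the test alone) and -0.12 to 0.036 (phospholipid), in npl3 medium from -0.45 to 0.030 (stress) and -0.024 to 0.22 (ribosome biogenesis), in cbf1 against npl3 medium from -0.14 to 0.042 (ribosome biogenesis) and -0.097 to -0.0015 (phospholipid, by the test alone), and in bur2 against cho2 medium from 0.00013 to 0.30 (zinc, by the test alone). Single genes ranged in cbf1 medium from -0.037 to 0.11 (BUR2), -0.10 to 0.0097 (CHO2), -0.29 to 0.048 (HOR7) and -0.30 to 0.088 (GRE3), in npl3 medium from -0.033 to 0.053 (CBF1), -0.022 to 0.054 (BUR2) and -0.089 to 0.022 (CHO2), in bur2 medium from -0.017 to 0.048 (CBF1) and -0.051 to 0.12 (BUR2), and in cho2 medium from -0.021 to 0.044 (CBF1), -0.020 to 0.017 (NPL3) and -0.058 to 0.13 (CHO2).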

Other observations

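Further gene groups stood apart from the reference RNA on the wild-type arrays, without a test. Ribosome biogenesis genes had a median log2 ratio of 0.23, with 34 of 50 higher on all 4 arrays, and pheromone response genes 0.20, with 12 of 15. Drug efflux genes stood at -0.21, with 6 of 8 lower on all 4 arrays, genes of the Yap1 oxidative response at -0.13, with 10 of 15, and amino acid biosynthesis genes at -0.13, with 22 of 35. The a-specific genes, which alpha cells keep silent, stood at -0.010.

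The count of 0 probes for deletion-strain against wild-type media was set against other splits of the 12 arrays into 8 and 4, with the number of splits planned and its reading chosen after the result was seen. As large a count came from 100 of 100 splits, which a real count of 0 makes certain, so the splits say nothing about chance. The highest of the others was 87, and 3 splits gave any call. That split set the second wild-type array of set 1, both arrays of cho2 medium and the first wild-type array of set 2 against the rest, and such a count may point to a structure of the samples, which was not tested.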
